A study of Homo sapiens with 6 samples. Its data were reported in "Matrin3 regulates mitotic spindle dynamics by controlling alternative splicing of CDC14B" (2023).

How the data were processed

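RNA from HCT116 cells, an established human colorectal cancer line, was measured 48 h after transfection with a negative control siRNA (siCTRL) or with a pool of siRNAs against Matrin3 (siMatrin3), with 3 libraries in each group. The study's methods describe TRIzol extraction, ribosomal RNA depletion, a directional library kit and single-end sequencing of biological triplicates. The sample labels instead name a stranded mRNA kit. Small RNA genes held 17.0% to 19.0% of the counts of a library. Of 71 histone genes, whose mRNAs end without a poly(A) tail, 45 were high enough to test. The small RNA and histone values, without the mitochondrial share, argue against poly(A) selection of these libraries, and the description in the methods was followed. Which kit was used was left open. Per the labels, the authors processed the reads with cutadapt, TopHat and RSEM on the hg19 build. The study also made poly(A)-selected libraries for its splicing analysis, and those were not analysed here.

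The deposited tables hold 1 row for each of 58884 gene IDs. The authors' RSEM runs gave an expected count per gene, an estimated number of reads that need not be whole, with no normalization between libraries. The deposited TPM values are scaled by RSEM within each library. The authors' tables also give an effective length in bases, a mean over the isoforms of a gene weighted by their estimated abundance, and its offset from the transcript length fits reads of 50 bases. The FPKM column was not used. The annotation release and whether reads were counted by strand are not given in the sources used here. Reads of overlapping or antisense genes and of near-identical copies may therefore be split by estimate, which leaves their values uncertain. The spans of LHPP, TECPR2, TUBB6, MAP7D1, CCNE2, TP53INP1, CELF1, RAVER1, ESRP2, GSPT1, CARS1, ASNS, MTHFD2, SREBF1, SREBF2, RPL6, DTX3L, CYTOR, MT-CO3, KRT8, THY1, MBP and ST7 overlap another annotated gene, besides those for which the results name the overlap. 3 unnamed genes on chromosome 21 carried equal estimated counts and together held 4.18% to 7.27% of the counts of a library.

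Gene IDs were matched to symbols, gene type, position, span, exons, base composition and 3' UTR in GENCODE release 44 on hg38, and 58472 IDs (99.3%) had an entry. Gene positions are therefore those of hg38, taken by ID, because the tables hold no coordinates. Older symbols in the gene lists were matched through RefSeq synonyms. Where more than 1 ID carried a symbol, the ID with the most counts kept it and the others were named with their ID.

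Expected counts were rounded to whole numbers. Genes were kept by edgeR's filterByExpr with its defaults (minimum count 10, minimum total 15), which left 14334 genes. Libraries were scaled by TMM, and siMatrin3 was compared with siCTRL by edgeR's quasi-likelihood test (edgeR 4.0.16, R 4.3.3) with Benjamini-Hochberg adjustment at 0.05, two-sided. SE values of log2 fold changes are the fold change divided by the square root of the F statistic. CPM values are counts scaled by the TMM-adjusted library totals. Per-library values of 1 gene or list were compared by an exact two-sided permutation test, for which 3 against 3 libraries give no p under 0.1. Total counts ranged from 4556658 to 8400412 per library. The biological coefficient of variation was 6.44%, and no 2 libraries agreed within sampling noise (chi-square per degree of freedom within groups from 2.65 to 4.40). The p-values measure the spread between these cultures of 1 cell line.

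Before the data were examined, 21 gene lists were fixed, among them spindle, microtubule, replication, histone, p53, splicing, nonsense-mediated decay, nuclear RNA, interferon, stress, sterol, ribosome, mitochondrial, glycolysis, epithelial and mesenchymal lists and markers of fibroblasts, blood and neural cells. They were tested with camera (limma 3.58.1) on log2 CPM with a prior count of 2 and a preset correlation of 0.01, adjusted over lists. The genes named in the text were fixed by a rule: MATR3, the 5 genes whose exons the study followed by PCR, the 12 largest rises and 12 largest falls among genes past the threshold with a mean of at least 5 CPM and no overlap between the groups, and the 4 members of each list with the lowest p. Not every gene that the rule takes is named in the text. BIRC5, SLC7A5, TUBB4A, TUBB2A, SESN1, SESN2, RBFOX2, INCENP and CLASP2 were named only after their values were seen, because they complete a small count. For the gene length trend, tested genes were cut into 5 equal bins by annotated span.

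The alternatives planned in advance were other scalings (RLE, upper quartile), other count filters, leaving out mitochondrial and small RNA genes, RSEM effective lengths as an offset, leaving out each library, the replicate number as a block, DESeq2 1.42.0, limma-trend on log2(TPM + 1), an adjusted p of 0.01, other set tests, 10 length bins and protein-coding genes alone. Leaving out genes with certain 7-base matches in the 3' UTR was added after the data were seen. The labels number the libraries 1 to 3 in both groups. Deviations from the group means correlated by 0.107, 0.104 and 0.157 between libraries of the same number, and by -0.0842 to -0.0238 between different numbers, so the numbers were taken to pair the libraries from the data. The labels do not say what a number stands for.

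The 3' UTRs of 11990 tested protein-coding genes with at least 50 annotated bases were searched for all 16384 7-base sequences. The log2 fold change was regressed on the presence of each, after adjustment for 3' UTR length and GC content and their squares, with residuals limited to 1. The edgeR test, camera with its preset correlation, the length bins, the effective length comparison and the 7-base search were tested on simulated data. Genes were simulated independently, so these tests cannot show whether the preset correlation is adequate. Estimated correlations of the real lists ranged from -0.247 to 0.875, with 0.216 for the stress response list. With no effect, the highest size of z was 3.61 in simulated data, against 8.81 for ATTACAA in a split of the real libraries across the groups. Of 14334 simulated genes for siMatrin3 against siCTRL, 200 were changed, and edgeR recovered 86 of the 100 changed by a log2 fold change of 1 and 44 of the 100 changed by 0.4, with 8 unchanged genes called. A sequence planted with a log2 effect of 0.1 in 1362 of 11867 simulated genes ranked first, at a fitted effect of 0.10.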

Results

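Total RNA depleted of ribosomal RNA was profiled in HCT116 cells, a human colorectal cancer line, 48 h after knockdown of Matrin3, a nuclear matrix protein that binds RNA and represses exon inclusion. There were 3 control libraries (siCTRL) and 3 knockdown libraries (siMatrin3). The deposited gene tables summed to 4556658, 8400412 and 5489530 estimated counts in siCTRL replicates 1 to 3. The siMatrin3 tables summed to 7414040, 6007630 and 6652409. Mitochondrially encoded genes held 9.03% to 10.2% of the counts in siCTRL and 9.80% to 11.6% in siMatrin3. The first principal component held 33.2% of the variance and separated the groups. Of fibroblast, blood and neural markers, 4, 1 and 3 were high enough to test, and none passed edgeR's threshold in either direction, over all genes or adjusted over the list alone.

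The targeted gene was examined first. MATR3 (ENSG00000015479, chromosome 5, 139293674 to 139331677 on hg38, plus strand, 15 exons) fell from 345 ± 16.7 CPM in siCTRL to 70.6 ± 2.38 in siMatrin3 (SD, n = 3 each). This left 20.5% of the control level. The siCTRL libraries held 363, 343 and 330.2 CPM and the siMatrin3 libraries 72.4, 67.9 and 71.4. The log2 fold change was -2.29 ± 0.06 (SE), with an adjusted p of 7.58e-11 by edgeR's quasi-likelihood test. Under an exact two-sided permutation test the separation gave p = 0.1, the smallest that 3 against 3 libraries allow. A second ID with the same symbol, ENSG00000280987, overlaps MATR3 on the same strand and fell by 1.73 on the log2 scale (adjusted p = 0.00329 by edgeR). Its reads may be shared with MATR3.

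The next question was how the genes whose exons the study followed after Matrin3 loss behaved at the level of the whole gene. CDC14B, a phosphatase that acts in spindle assembly and mitotic exit, fell from 46.7 ± 4.13 CPM to 22.7 ± 2.05 (SD, n = 3 each), a loss of 50.7%. Its log2 fold change was -1.02 ± 0.10 (SE, adjusted p = 5.50e-05 by edgeR). CD44, a cell surface receptor for hyaluronan, rose from 396 ± 30.9 to 533 ± 44.2 CPM (log2 fold change 0.42, adjusted p = 0.00205 by edgeR). HP1BP3, a chromatin protein, rose from 128 ± 1.91 to 162 ± 4.46 CPM (log2 fold change 0.34, adjusted p = 0.00168). SETD5 was at 219 ± 10.1 and 197 ± 9.93 CPM and did not pass (log2 fold change -0.15, adjusted p = 0.121), but passed with the replicate number as a block (adjusted p = 0.0370). ST7 was at 16.0 ± 3.21 and 16.3 ± 1.24 CPM (log2 fold change 0.00, adjusted p = 0.989). Over all genes tested, 2 of the 5 rose and 1 fell, and adjusted over the list alone 2 rose and 2 fell. The list had a median of 0.00 and a mean of -0.08, camera put it up and fry down, and its per-library level gave an exact permutation p = 0.2 without regard to pairs. Its level was lower in siMatrin3 in 3 of 3 pairs, with differences of -0.0070, -0.15 and -0.06. The study picked these genes by their splicing, in other libraries of the same cells, and gene totals cannot show exon inclusion. Those libraries followed 2 rounds of transfection, with RNA taken 3 days after the second. The libraries analysed here were taken 48 h after transfection, so the knockdown was shorter. With effective lengths as an offset or on TPM values, 1 of the 5 passed, CDC14B. Its span (chromosome 9, 96490241 to 96619843, minus strand) overlaps HABP4 on the opposite strand, that of SETD5 overlaps THUMPD3-AS1, and that of CD44 overlaps CD44-AS1, so that reads of these pairs may not be separated.

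**Figure D1:**
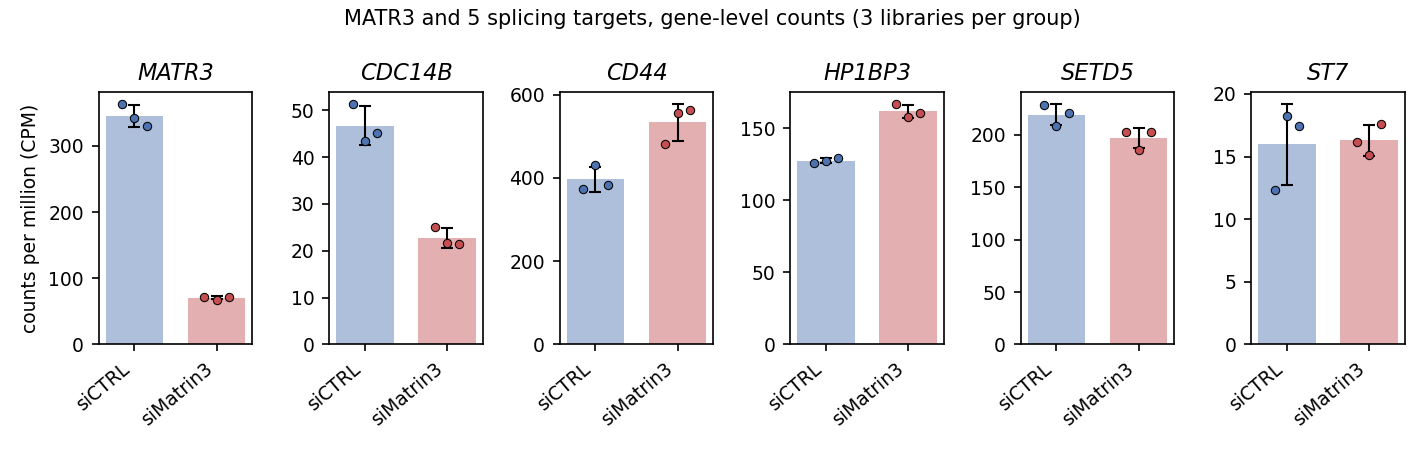
CPM (y axes, from 0, a scale for each gene) of MATR3 and 5 genes with exons regulated by Matrin3 in siCTRL and siMatrin3; bars are means, error bars SD, and points the 3 libraries of each group. MATR3 and CDC14B were lower in all 3 siMatrin3 libraries than in any siCTRL library, as was SETD5, CD44 and HP1BP3 were higher, and the groups overlapped for ST7.

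Across the transcriptome, 814 genes were higher and 743 lower in siMatrin3 at an adjusted p under 0.05 by edgeR, of 14334 tested. The changes were small: the median size among these 1557 genes was 0.41 on the log2 scale, and 20 rose and 80 fell by at least 1. Among the largest falls of genes with a mean of at least 5 CPM were EXOC2, a subunit of the exocyst that tethers secretory vesicles (log2 fold change -1.66 ± 0.10 SE), NCEH1, which hydrolyses cholesterol esters (-1.50), the carbonic anhydrase CA2 (-1.40), the small GTPase RAB8B (-1.31), and the non-coding RNAs HELLPAR (-1.42), APPAT (-1.30), LINC01963 (-1.24) and CYTOR (-1.23). EXOC2 fell from 42.4 ± 2.75 to 13.5 ± 0.742 CPM (SD, n = 3 each, adjusted p = 2.27e-06 by edgeR). The largest falls also held HBE1, embryonic globin, at 11.8 ± 2.47 against 2.44 ± 1.42 CPM, and BBS1, a part of the BBSome complex of cilia. The annotated span of HBE1 overlaps olfactory receptor genes and HBG2, so its reads are uncertain, as are those of BBS1, which overlaps ENSG00000256349 and ZDHHC24. The largest rises held SMIM15 (log2 fold change 1.36 ± 0.13 SE), the zinc finger gene ZNF367 (1.24 ± 0.09), the kinase gene SGK2 (1.17), the phosphatase gene LHPP (1.13), DESI2 (1.11), the RNA-binding protein gene MEX3B (1.04) and TECPR2 (1.04). ZNF367 rose from 24.5 ± 2.46 to 57.7 ± 3.13 CPM (SD, n = 3 each, adjusted p = 7.77e-06 by edgeR). The other 5 of the 12 rises were uncertain. MTND1P23 and EIF1AXP1 are pseudogenes, ENSG00000270066 and ENSG00000228830 overlap SCARNA2 and IRF2BP2, and ENSG00000254692 overlaps CHMP4A and TM9SF1 and was at 6.91, 0 and 0 CPM in siCTRL against 16.0, 17.4 and 16.1 in siMatrin3. Of 1205 long non-coding RNA genes, 16 rose and 41 fell, with a median log2 fold change of -0.08, against 0.00 for 12177 protein-coding genes, of which 773 rose and 683 fell. HELLPAR (-0.28), BBS1 (-0.57) and MEX3B (0.60) were nearer 0 and did not pass on TPM values. The 1 added to each TPM value draws genes of low TPM toward 0, so these values need not mean smaller changes. HELLPAR, 1 exon of 205 kb, kept its call in 15 of 16 alternatives, BBS1 in 14 of 16 and MEX3B in 9 of 14. BBS1 (-0.44) did not pass with effective lengths as an offset. With that offset 204 genes passed, and limma-trend on log2(TPM + 1) called 31 higher and 118 lower. Without siCTRL replicate 3, siMatrin3 replicate 1 or siMatrin3 replicate 3, with fewer libraries to fit, 707, 939 and 873 genes passed.

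**Figure D2:**
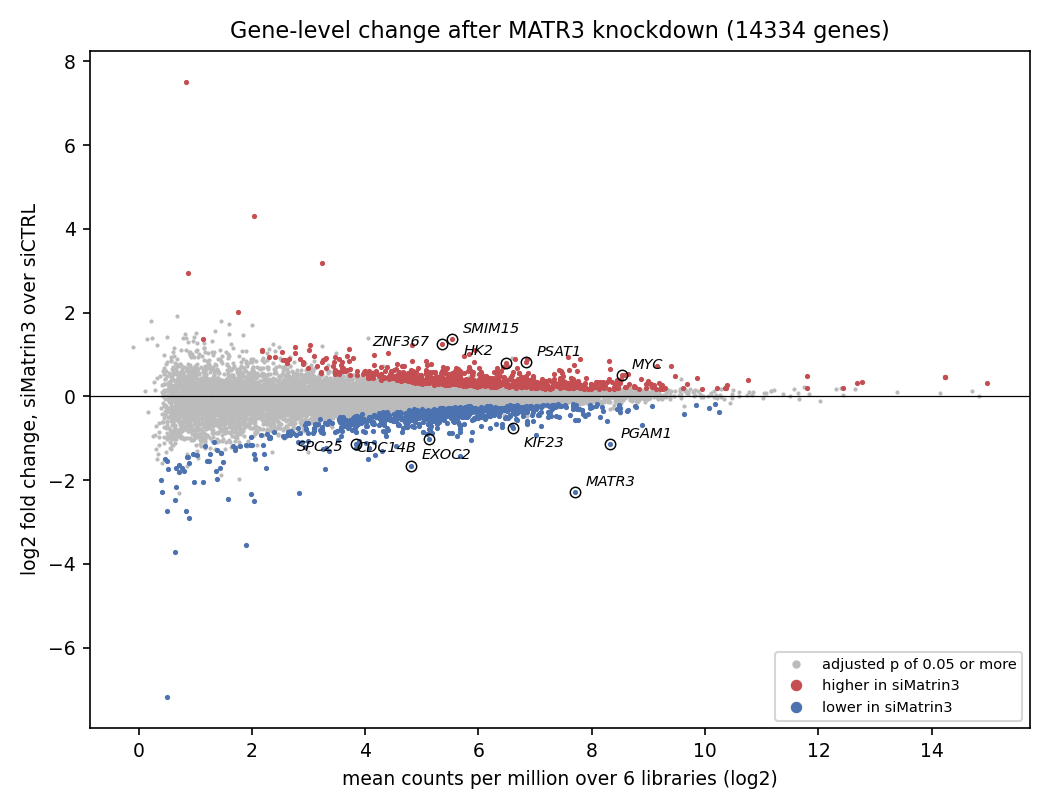
Log2 fold change of siMatrin3 over siCTRL (y axis) against the mean CPM of the 6 libraries (x axis, log2) for 14334 genes; red points were higher and blue points lower at an adjusted p under 0.05, and circles mark named genes. MATR3 lies at -2.29, with PGAM1, EXOC2, CDC14B, KIF23 and SPC25 among the lower genes and MYC, PSAT1, HK2, SMIM15 and ZNF367 among the higher ones.

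Some of the genes that changed shared short sequences in their 3' UTRs, which were searched in 11990 genes. ATTACAA or TTACAAA occurred in 26.0% of these genes, in 41.3% of the 767 that rose and in 33.3% of the 678 that fell. As a whole the carriers of ATTACAA or TTACAAA were not higher before adjustment for 3' UTR length and GC content, with a median log2 fold change of -0.0024 against 0.0051 for the other genes. GAAGACT or AAGACTA occurred in 18.6% of these genes, in 40.1% of those that fell and in 14.6% of those that rose, with a median of -0.07 over all carriers against 0.02 for the other genes. ATTACAA or TTACAAA stood in the 3' UTRs of SMIM15, ZNF367, DESI2, MEX3B and TECPR2, 5 of the 8 largest rises searched. GAAGACT or AAGACTA stood in those of NCEH1, CA2 and RAB8B, 3 of the 8 largest falls searched, but as many of these falls, EXOC2, NCEH1 and RAB8B, held ATTACAA or TTACAAA. Of the 5 splicing targets, CDC14B held GAAGACT 2 times and both ATTACAA and TTACAAA 1 time, CD44, which rose, held GAAGACT and AAGACTA 1 time each, HP1BP3, which rose, held ATTACAA 1 time, SETD5, at a log2 fold change of -0.15, held TTACAAA 1 time, and ST7 held none. Of the 9 spindle genes that fell, described next, 3 held GAAGACT or AAGACTA, namely KIF23, INCENP and CLASP2. INCENP and CLASP2 were chosen after their values were seen. KIF23 held GAAGACT 2 times and AAGACTA 1 time, and SPC25, KIF15 and KIF4A held none of the 4 sequences. With all carriers of any of the 4 sequences left out of the test, a choice made after the data were seen, 306 genes rose and 299 fell. Of the 825 genes past the threshold that carried none, 605 remained past it.

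The study found spindle genes enriched among the transcripts with the most Matrin3 binding, and spindle transcript levels were compared next. Of 60 spindle, kinetochore and cytokinesis genes, 9 fell, 1 rose and 50 did not pass, and adjusted over the list alone, as with the replicate number as a block, 12 fell and 3 rose. KIF23, a kinesin of the central spindle, fell from 124 ± 8.05 to 72.5 ± 2.90 CPM (SD, n = 3 each, log2 fold change -0.77 ± 0.07 SE, adjusted p = 3.48e-05 by edgeR). SPC25, a subunit of the NDC80 kinetochore complex, fell from 19.8 ± 0.399 to 8.93 ± 0.352 CPM (log2 fold change -1.15, adjusted p = 0.000148). The kinesins KIF15 (-0.50) and KIF4A (-0.29) also fell, and BIRC5, a subunit of the chromosomal passenger complex that was chosen after its value was seen, rose (log2 fold change 0.25, adjusted p = 0.0159). KIF4A was at -0.17 and did not pass with effective lengths as an offset. The list as a whole had a median of -0.03 and did not pass (camera p = 0.0300, adjusted p = 0.173), with an adjusted p = 0.806 with an estimated correlation. Its level was lower in all 3 siMatrin3 libraries than in any siCTRL library, with means of -0.05 ± 0.06 and 0.05 ± 0.03 around the gene means (SD, n = 3, exact permutation p = 0.1). The list passed without the carriers of the 4 sequences (adjusted p = 0.0139 by camera), a test chosen after the data were seen, but not with an estimated correlation as well (adjusted p = 0.870). SPC25 overlaps NOSTRIN and KIF4A overlaps PDZD11 on the opposite strand, and KIF15 overlaps TMEM42.

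Among the other lists, genes of the integrated stress and unfolded protein responses rose most. Of 29, 11 rose, 1 fell and 17 did not pass, and adjusted over the list alone 15 rose and 1 fell (13 and 1 with the replicate block). PSAT1, an enzyme of serine synthesis, rose from 82.6 ± 6.46 to 146 ± 6.55 CPM (SD, n = 3 each, log2 fold change 0.81 ± 0.07 SE, adjusted p = 2.60e-05 by edgeR). Asparagine synthetase ASNS (log2 fold change 0.45), the chaperone HSPA5 (0.33) and the mitochondrial folate enzyme MTHFD2 (0.28) rose as well, while the amino acid transporter SLC7A5, chosen after its value was seen, fell (-0.24). ASNS, HSPA5 and MTHFD2 did not pass on TPM values. The list passed with camera's preset correlation (median 0.20, p = 1.07e-05, adjusted p = 0.000213), the only 1 of the tested lists to do so. The call was lost with an estimated correlation (p = 0.134, adjusted p = 0.806) and with fry (adjusted p = 0.168). Its per-library level was -0.07, -0.04 and -0.22 in siCTRL and 0.20, 0.13 and 0.01 in siMatrin3.

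None of the replication, histone, p53 and microtubule lists passed as a whole. Of 43 replication genes, 8 rose and 6 fell (9 and 6 adjusted over the list alone, 10 and 6 with the replicate block, camera adjusted p = 0.516). The helicase subunits MCM5 (log2 fold change 0.36) and MCM3 (0.28) rose, while RRM2, a subunit of ribonucleotide reductase, fell from 409.8 ± 2.03 to 315 ± 4.24 CPM (SD, n = 3 each, log2 fold change -0.38, adjusted p = 0.000299 by edgeR), and the cyclin CCNE2 fell (-0.84). RRM2 was at -0.22 and did not pass with effective lengths as an offset. Of 45 histone genes, whose mRNAs end without a poly(A) tail, none rose and H2AC14 (-0.36) and H4C4 (-0.22) fell (0 and 2 adjusted over the list alone, 2 and 5 with the replicate block, camera adjusted p = 0.222). Histone genes are near-identical copies and their values are uncertain. Of 37 p53 targets, 3 rose and 3 fell (5 and 3 adjusted over the list alone, 5 and 5 with the replicate block, camera adjusted p = 0.657). Those that fell were ZMAT3, a splicing factor (log2 fold change -0.62), TP53INP1 (-0.76) and PERP (-0.56), and those that rose were KITLG (0.44) and, chosen after their values were seen, SESN1 (0.53) and SESN2 (0.42). The p53 list had a median of 0.02 and a mean of -0.00. Of 44 microtubule genes, 4 rose and 2 fell, with the same counts adjusted over the list alone (6 and 7 with the replicate block, camera adjusted p = 0.540). CAMSAP2, which binds microtubule minus ends, rose (0.39), with MAP7D1 (0.26), TUBB6 (0.23) and TUBB4A (0.40), and CLIP1 (-0.32) and TUBB2A (-0.30) fell. The last member of each direction was chosen after its value was seen, and tubulin genes share reads. The microtubule list had a median of -0.01 and a mean of 0.01.

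RNA-binding proteins and non-coding RNAs were compared because Matrin3 acts with them in the nucleus. Of 71 splicing factors, 6 rose and 2 fell, with the same counts adjusted over the list alone (9 and 3 with the replicate block, camera adjusted p = 0.207). KHSRP rose from 314 ± 17.0 to 415 ± 22.4 CPM (SD, n = 3 each, log2 fold change 0.40, adjusted p = 0.000898 by edgeR), with RAVER1 (0.35) and ESRP2 (0.31), and CELF1 (-0.34) and RBFOX2 (-0.21, chosen after its value was seen) fell. Of 21 factors of nonsense-mediated decay, 3 rose, among them GSPT1 (0.31) and ETF1 (0.19), and none fell (4 and 0 adjusted over the list alone, 4 and 1 with the replicate block, camera adjusted p = 0.317). Of 17 transcripts sensitive to that decay, CARS1 (0.38) and ATF4 (0.27) rose and none fell, also adjusted over the list alone (camera adjusted p = 0.516). Of 23 nuclear or abundant non-coding RNAs, CYTOR, NEAT1 (-0.45), the scaffold of paraspeckles, and NORAD (-0.23) fell and RMRP (0.34) rose (6 and 2 adjusted over the list alone and with the replicate block, camera adjusted p = 0.622). NEAT1 fell from 153 ± 21.7 to 111 ± 8.86 CPM (SD, n = 3 each, adjusted p = 0.00957 by edgeR), and was at -0.07 and did not pass with effective lengths as an offset. That list had a median of 0.02 and a mean of -0.12.

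The remaining lists gave single genes with clear changes and no call for the whole. Of 30 hypoxia and glycolysis genes, 2 rose and 2 fell (3 and 2 adjusted over the list alone, 5 and 2 with the replicate block, camera adjusted p = 0.317). PGAM1, phosphoglycerate mutase, fell from 439 ± 5.81 to 198 ± 48.7 CPM (SD, n = 3 each, log2 fold change -1.14 ± 0.12 SE, adjusted p = 0.000106 by edgeR) and PFKP fell (-0.31), whereas HK2, a hexokinase, rose from 65.3 ± 7.48 to 113 ± 8.44 CPM (log2 fold change 0.79, adjusted p = 0.000129) and PFKL rose (0.29). PGAM1 has processed copies, which may share its reads. Of 21 Wnt and epithelial genes, MYC (0.51), KRT19 (0.23) and EPCAM (0.28) rose and none fell (4 and 0 adjusted over the list alone, 4 and 1 with the replicate block, camera adjusted p = 0.439). Of 16 mesenchymal genes, the integrin ITGB1 rose (0.40) and ITGA2 (-0.50) and THBS1 (-0.49) fell (1 and 3 adjusted over the list alone and with the replicate block, camera adjusted p = 0.468), and THBS1 was at 0.51 and 0.32 and did not pass with effective lengths as an offset and on TPM values. Of 27 interferon-stimulated genes, OAS3 (-0.75), RIGI (-0.70) and DTX3L (-0.44) fell and none rose, also adjusted over the list alone. The interferon list did not pass (camera adjusted p = 0.173). OAS3, a sensor of double-stranded RNA, fell from 92.2 ± 5.38 to 54.8 ± 2.56 CPM (SD, n = 3 each, adjusted p = 5.44e-05 by edgeR). Of 31 sterol and fatty acid genes, 3 rose, among them SREBF1 (0.26), and 1 fell, SREBF2 (-0.22) (4 and 1 adjusted over the list alone, 5 and 2 with the replicate block, camera adjusted p = 0.516). Of 79 ribosomal protein genes, RPL6 (0.22), RPS9 (0.20), RPL10A (0.21) and RPL3 (0.17) rose and none fell, with 0 in both directions adjusted over the list alone (10 and 0 with the replicate block, camera adjusted p = 0.0527), and these genes have many processed copies. Of 13 mitochondrially encoded genes, MT-CO1 (0.32) rose and none fell, also adjusted over the list alone (camera adjusted p = 0.296). With the replicate block 6 of them rose, MT-CO2 (adjusted p = 0.00124) and MT-CO3 (adjusted p = 0.00306) among them, and 1 fell, MT-ND3 (adjusted p = 0.00201), and the level of the list was higher in siMatrin3 in 3 of 3 pairs, by 0.09, 0.14 and 0.06. The stress response, splicing factor, decay factor, decay-sensitive and ribosomal lists were also higher in 3 of 3 pairs, and the spindle, nuclear RNA, interferon, mesenchymal and fibroblast lists lower. Without a count filter the ribosomal (adjusted p = 0.0169) and interferon (adjusted p = 0.0442) lists passed, and the ribosomal list also passed without mitochondrial and small RNA genes (adjusted p = 0.0445). Without siCTRL replicate 2 the ribosomal (adjusted p = 0.000259) and mitochondrial (adjusted p = 0.0480) lists passed, and without siMatrin3 replicate 3 the ribosomal (adjusted p = 0.0211), mitochondrial (adjusted p = 0.0341) and glycolysis (adjusted p = 0.0216) lists passed. With all libraries and an estimated correlation, none of these 4 lists passed (adjusted p = 0.806 for each).

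**Figure D3:**
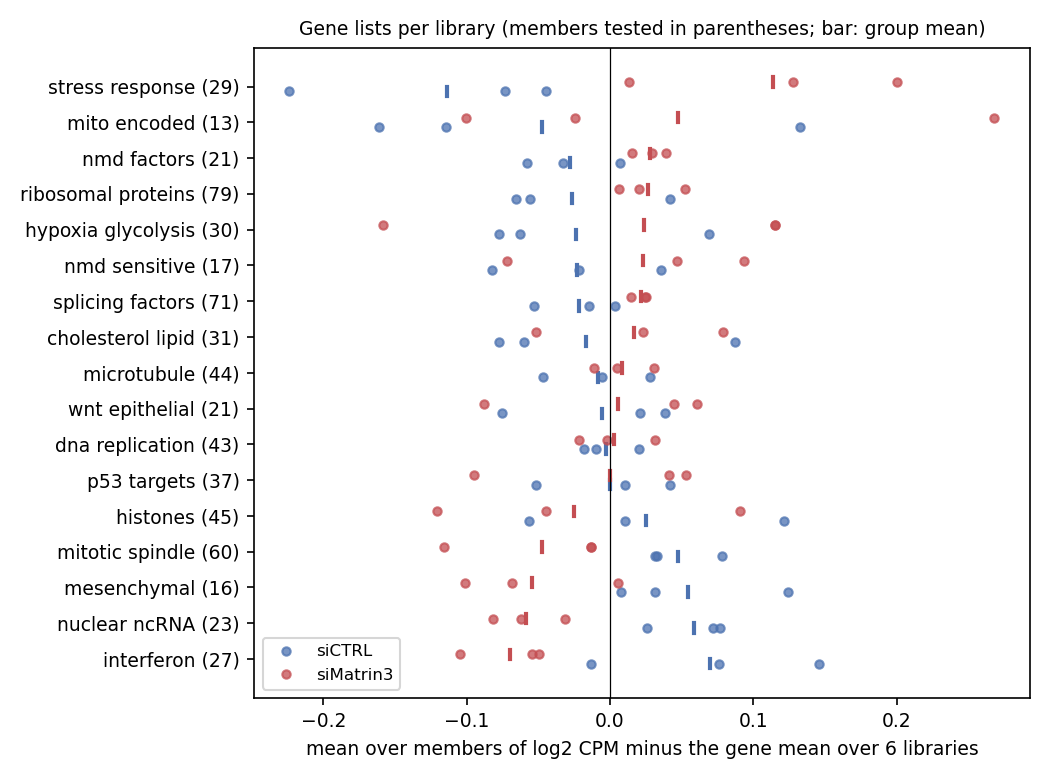
Level of each gene list per library (x axis, mean over members of log2 CPM minus the mean of the gene over 6 libraries) for lists with at least 10 members tested, given in parentheses; points are the 3 libraries of each group and short bars the group means. The 3 siMatrin3 libraries lie above the 3 siCTRL libraries for the stress response list, at 0.01 to 0.20 against -0.22 to -0.04, as they do for the decay factor and splicing factor lists, and below them for the mitotic spindle, mesenchymal, nuclear RNA and interferon lists.

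Matrin3 targets were described by the study as lying on long loci, and fold changes were compared across gene spans. Long genes were lower in siMatrin3. The median log2 fold change was 0.05 in the bin of the shortest genes (up to 7.51 kb, 2855 genes) and -0.08 in that of the longest (89.1 kb or more, 2855 genes), a difference of -0.13. In the longest bin 261 genes (9.14%) fell and 126 (4.41%) rose, and in the shortest 59 (2.07%) fell and 135 (4.73%) rose. The longest bin holds CDC14B, EXOC2 and KIF15, which fell (spans of 129.6, 208 and 112 kb), and also LHPP, TECPR2, CD44, ITGB1 and CAMSAP2, which rose (spans of 156, 139.5, 93.5, 118.5 and 121.8 kb). Camera on the longest bin gave p = 0.000121, and p = 0.00494 with an estimated correlation. The level of the longest bin minus that of the shortest was 0.05 ± 0.02 in siCTRL and -0.06 ± 0.02 in siMatrin3 (SD, n = 3 each, exact two-sided permutation p = 0.1). After adjustment for GC content, expression and transcript length the difference between groups shrank from -0.11 to -0.02. Without a count filter the difference of medians was -0.02.

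**Figure D4:**
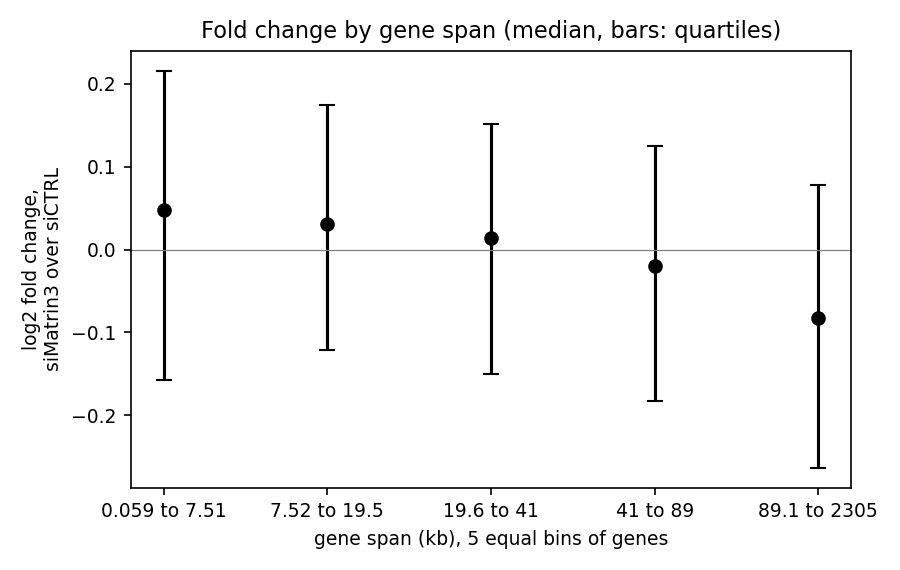
Median log2 fold change of siMatrin3 over siCTRL (y axis) for 5 equal bins of genes by annotated span (x axis, kb); points are medians over genes and bars run from the lower to the upper quartile of the genes. The medians descend from 0.05 in the shortest bin to -0.08 in the longest.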

Values the study reported

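The study reported between 99,087 and 168,992 Matrin3 binding sites per PAR-CLIP replicate, on more than 8,000 shared genes, with about 70% of the sites in introns. It gave a drop of about 60% for the standard CDC14B transcript variant after Matrin3 knockdown, and counted exon inclusion in about 66% of the skipped-exon events of bound transcripts.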

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

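Leaving out the carriers of the 4 3' UTR sequences, alone or with an estimated correlation, was chosen after the data were seen; the other alternatives were planned. MATR3 passed at -2.35 to -2.25 in 16 of 16 alternatives, CDC14B at -1.10 to -0.75 in 15 of 15, and long genes were lower in each alternative run for the length trend. The block on replicate number called 2259 genes, all 1557 reported ones among them, and DESeq2 called 1589, with 1394 shared. The block brought SETD5, H4C1, H4C11, DHX34, MT-CO2, MT-ND3, MT-CO3, KRT8 and LAMB3 past the threshold and changed the call of no other gene named by the rule and of no list as a whole, though more members of most lists passed.

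Genes past the threshold numbered 204 (99 higher, 105 lower) with effective lengths as an offset, 149 (31 higher, 118 lower) with limma-trend on log2(TPM + 1), 605 (306 and 299) without carriers, with fewer genes tested, and 589 (294 and 295) at an adjusted p under 0.01, a stricter threshold. TPM values moved the median of all genes by -0.09. Of 100 genes compared across settings, 52 kept their direction but lost their call with the offset, 57 on TPM values and 7 to 27 without 1 library. Of those, BBS1, KIF4A, RRM2 and NEAT1 with the offset, and CD44, MEX3B, HELLPAR, BBS1, NEAT1, CAMSAP2, TUBB6, MAP7D1, MCM3, ETF1, CARS1, ATF4, ASNS, HSPA5, MTHFD2, SREBF1, RPL6, RPS9, RPL10A, RPL3, MT-CO1 and KRT19 on TPM values, were nearer 0 by over 1.5 times. Leaving out 1 library gave 707 to 1256 genes, 350 to 631 higher and 357 to 625 lower, with fewer libraries to fit. Of the 5 splicing targets, 1 passed with the offset, 1 on TPM values and 0 without carriers, where ST7 alone remained to be tested. Lists past the threshold numbered 3 without a count filter, 2 without mitochondrial and small RNA genes, 2 without carriers, 0 without carriers and with an estimated correlation, 0 with an estimated correlation, 0 with fry, and 1 to 4 without 1 library. The spindle list gave an adjusted p of 0.0139 without carriers and 0.0816 to 0.421 without 1 library. The cause of these changes was not tested where none is given.

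Among the 100 genes compared across settings and the lists, directions reversed only for values that did not pass under the alternative. The genes named only after their values were seen were not among those compared. ST7 was at -0.0021 with upper-quartile scaling, -0.0067 with a mean of at least 50 counts, -0.022 with the offset, -0.0052 without carriers, -0.10 on TPM values and -0.13 to 0.12 without 1 library. With the offset SETD5 was at 0.011, THBS1 at 0.51, THY1 at -0.17 and GRIN1 at -0.017. On TPM values THBS1 was at 0.32, THY1 at -0.16, COL6A3 at -0.023, MBP at -0.011 and GRIN1 at -0.16. COL1A1 was at 0.0021 without a count filter, 0.0060 with the block and -0.11 to 0.071 without 1 library, COL6A3 at -0.16 to 0.38 and GRIN1 at -0.030 to 0.46 without 1 library. The neural marker list turned down with a mean of at least 50 counts (adjusted p = 0.944) and without siMatrin3 replicate 2 (adjusted p = 0.896, and 0.510 to 0.982 without 1 library). The splicing target list turned down with fry (adjusted p = 0.606) and without siCTRL replicate 1 (adjusted p = 0.903, and 0.777 to 0.972 without 1 library). The cause of these reversals was not tested. In simulated data at this depth, 44 of 100 genes changed by 0.4 were recovered, so that smaller changes could be missed.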

Other observations

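The 4 7-base sequences were found in these data, and the explanations below were framed after they had been seen; the questions on libraries with another siRNA were written after the result, and so was the margin of 1 SE used for GAAGACT. TTACAAA (z = 13.9) and ATTACAA (z = 13.05), which overlap, had, after adjustment for 3' UTR length and GC content, the strongest association with higher levels in siMatrin3 among 16384 sequences, and GAAGACT (z = -8.71) had the strongest with lower levels. In separate parts of 5995 genes each, the best sequence of the first part was TTACAAA for higher levels (z = 10.7) and GAAGACT for lower levels (z = -5.79), and they had z = 8.96 and -6.54 in the second part. With the same adjustment, the fitted log2 effect of carrying ATTACAA or TTACAAA was -0.05 ± 0.01 in siCTRL and 0.05 ± 0.0043 in siMatrin3, around the gene means (SD, n = 3 each, exact permutation p = 0.1), and SMIM15, ZNF367 and DESI2 are among the carriers.

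A candidate explanation for the genes with ATTACAA or TTACAAA is repression by the control siRNA in siCTRL through matches to its first bases. That would act more on 3' UTRs than on coding sequence. The effect of a 3' UTR match exceeded that of a coding match by 0.0693 ± 0.0113 (SE), over the 2 SE set beforehand. The sequences were picked by their 3' UTR effect in these same genes, which favours such a difference. The SE is taken over genes and does not measure the spread between libraries. The difference has the direction of such repression but cannot establish it. The effect of both overlapping sequences (0.18 ± 0.01) was also larger than that of 1 alone (0.07 ± 0.01), for which no bound was set. Base composition alone is argued against, since the best other order of the same bases had z = 2.89, under 0.5 of that of ATTACAA. Loss of Matrin3 acting on these transcripts stays open, because the series holds 0 libraries with another siRNA or none. The study names the control as the Allstars Negative Control siRNA. The siRNA sequences were not known here, and that of the control was not compared with ATTACAA or TTACAAA. The rises of carriers such as SMIM15, ZNF367 and DESI2 therefore cannot be assigned to loss of Matrin3 or to the control siRNA.

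For the genes with GAAGACT or AAGACTA, a candidate explanation is repression by a siRNA of the Matrin3 pool. GAAGACT occurs 2 times in the MATR3 coding sequence, while 23.8% of all 7-base sequences occur in the MATR3 transcript. AAGACTA does not occur in the MATR3 transcript. No requirement for both sequences was set, so this absence does not count against the explanation. Genes with both overlapping sequences had an effect of -0.16 ± 0.02 (SE), against -0.03 ± 0.01 with 1 alone, for which no bound was set. The effect of a 3' UTR match minus that of a coding match was -0.0209 ± 0.0107 (SE), or 1.95 SE. This was just short of the 2 SE set beforehand as the bound below which this explanation would be excluded. Since that bound was missed by less than the spread, the explanation is left open, under a margin of 1 SE added after the result was seen. GAAGACT was picked by its 3' UTR effect in these same genes, and the SE is taken over genes, not libraries. The bound therefore cannot decide the question. Base composition is argued against, with z = -3.45 for the best other order of the same bases. Loss of Matrin3 acting on NCEH1, CA2, RAB8B, KIF23 and other carriers stays open as well, with 0 libraries of another Matrin3 siRNA.

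Lower levels of long genes may follow from GC content, expression level or transcript length. After adjustment for these, the difference between siMatrin3 and siCTRL was -0.0185 ± 0.0070 (SE), or 2.66 SE from 0, against -0.11 before. The difference thus shrank by most of its size. With 3 libraries in each group, 2.66 SE does not establish that the rest differs from 0. These features therefore cannot be told apart from span. The 3' UTR sequences are argued against as the whole cause, since the difference was -0.0927 without carriers. Binding of Matrin3 to long transcripts is a biological explanation that was not tested here. The study reported a modest fall of target mRNAs after knockdown, which depended on the strength of binding. It also reported more binding sites on longer transcripts and lower GC content in its top targets. Adjustment for these features may remove part of an effect of binding, so the shrinkage does not weigh against binding.

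Of the 10 ways to split the 6 libraries 3 against 3, too few for a share under 0.05, the real split gave 1557 genes past the threshold and the others at most 0, so that 1 split was as large. For the stress response list, -log10 p was 4.97 and at most 5.22 in the others (2 splits as large). For the spindle list it was 1.52 and at most 1.91 (6 splits as large). The size of z was 13.05 for ATTACAA against at most 8.81 (1 split as large) and 8.71 for GAAGACT against at most 5.26 (1 split as large), and the size of the length difference was 0.1303 against at most 0.0663 (1 split as large). Among the 3 other splits that also part all 3 numbered pairs, the highest values were 0 genes, 2.34 for the stress list, 1.71 for the spindle list, above the real one, 8.09 for ATTACAA, 5.26 for GAAGACT and 0.0663 for the length difference. The other 6 splits part 1 pair.

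RSEM's effective length, which moves with the isoforms estimated for a gene, was compared between the groups for genes with a mean of at least 100 counts. None of 7929 genes passed limma's test after adjustment (0 genes, with 523 at an unadjusted p under 0.05, 6.60% of those tested). CDC14B was at 3585 ± 43.1 bases in siCTRL and 2936 ± 144 in siMatrin3 (SD, n = 3 each, log2 difference -0.29, adjusted p = 0.422 by limma), lower in 3 of 3 siMatrin3 libraries than in any siCTRL library. In simulated data, 32 of 200 genes shortened by 0.3 were recovered, so that this comparison misses most changes of that size.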
